# The small chain fatty acid butyrate antagonizes the TCR-stimulation-induced metabolic shift in murine epidermal gamma delta T cells

**DOI:** 10.17179/excli2020-1123

**Published:** 2020-03-09

**Authors:** Lukas Häselbarth, D. Margriet Ouwens, Nadine Teichweyde, Katrin Hochrath, Katja Merches, Charlotte Esser

**Keywords:** dendritic epidermal T cells, metabolism, short chain fatty acids, butyrate, propionate, acetate

## Abstract

The metabolic requirements change during cell proliferation and differentiation. Upon antigen-stimulation, effector T cells switch from adenosine-triphospate (ATP)-production by oxidative phosphorylation in the mitochondria to glycolysis. In the gut it was shown that short chain fatty acids (SCFA), fermentation products of the microbiota in colon, ameliorate inflammatory reactions by supporting the differentiation of regulatory T cells. SCFA are a major energy source, but they are also anabolic metabolites, histone-deacetylase-inhibitors and activators of G protein receptors. Recently, it was reported that a topical application of the SCFA butyrate promotes regulatory T cells in the skin. Here we ask if the SCFA butyrate, propionate and acetate affect the energy metabolism and inflammatory potential of dendritic epidermal T cells (DETC), the innate resident skin γδ T cell population. Using the Seahorse™ technology, we measured glycolysis and oxidative phosphorylation (OXPHOS) in a murine DETC cell line, 7-17, upon TCR-stimulation by CD3/CD28 crosslinking, with or without SCFA addition. TCR engagement resulted in a change of the ratio glycolysis/OXPHOS. A similar metabolic shift has been described for activated CD4 T cells. Addition of 5 mM SCFA, in particular butyrate, antagonized the effect. Stimulated DETC secrete cytokines, e.g. the pro-inflammatory cytokine interferon-gamma (IFNγ), and thereby regulate skin homeostasis. Addition of butyrate and propionate to the cultures at non-toxic concentrations decreased secretion of IFNγ by DETC and increased the expression of the immunoregulatory surface receptor CD69. We hypothesize that SCFA can dampen the inflammatory activity of DETC.

## Introduction

Approximately 20 % of our body's energy is used for the immune system and this proportion is even higher during inflammation (Straub et al., 2010[61]), as activated immune cells have high energy and anabolic requirements. For instance, proliferation almost triples T cells´ need for adenosine-tri-phosphate (ATP) and they increase protein synthesis by an order of magnitude (reviewed in Wang and Green (2012[69])). Similar to cancer cells, activated lymphocytes display a metabolic shift, known as the Warburg effect, from the efficient but slow oxidative phosphorylation to fast glycolysis, whose intermediate glucose metabolites also can be diverted into the major anabolic pathways of amino acid, fatty acid and nucleotide synthesis (Brand et al., 1988[9]; Chang et al., 2013[11]). Glycolysis in the cytosol generates only 2 molecules of ATP per glucose molecule compared to 36 from the full oxidative phosphorylation in the mitochondria, but the rapidity of glycolysis seems to be able to compensate for the low efficiency.

In addition, research over the last years has demonstrated differential metabolic wiring of effector CD4+ and CD8+ T helper cells versus regulatory T cells (T_Reg_). Thus, the former heavily rely on glycolysis and express high levels of the glucose transporter GLUT 1, but the latter tend towards preferential use of fatty acid oxidation (Michalek et al., 2011[43]). In parallel, it was discovered that bacteria in the gut use dietary fibers and starch to produce high amounts of small chain fatty acids (SCFA) (Cummings et al., 1987[17]), (reviewed in Wong et al. (2006[70])), which promote the differentiation of T_Reg_ in the gut and periphery by chromatin modification at the *Foxp3* locus (Arpaia et al., 201[3]; Furusawa et al., 2013[23]; Smith et al., 2013[60]). T_Reg_ secrete immunoregulatory cytokines, like IL-10, and thereby create a systemic anti-inflammatory milieu (Ochoa-Repáraz et al., 2009[48], 2010[49]). SCFA have a maximum of 6 carbon atoms, and SCFA participate in a variety of processes in the body. Acyl-CoA synthetase converts propionate (C3) and butyrate (C4) into succinyl-CoA and acetyl-CoA, respectively, while acetyl-CoA synthetase converts acetate (C2) into acetyl-CoA, (reviewed in Blad et al. (2012[5])), the key metabolite to enter the Krebs cycle. Furthermore, SCFA modify the cellular metabolism by increasing adenosin-mono-phosphate activated protein kinase (AMPK) activity in hepatic and intestinal epithelial cells (Peng et al., 2009[51]; Sakakibara et al., 2006[56]) and activate G-protein receptors (GPR), e. g. GPR41 and GPR43, (reviewed in Ang and Ding (2016[2])). Finally, SCFA, especially butyrate and propionate, are known as potent histone-deacetylase inhibitors (Waldecker et al., 2008[68]), and thereby modify the expression of genes related to metabolism or the immune response, like pyruvate dehydrogenase kinase 4 (Blouin et al., 2011[7]) or the cytokine interferon gamma (IFNγ) (Luu et al., 2018[37]). 

While many studies addressed the role of SCFA in modifying T cell differentiation and physiology in the gut, much less is known regarding skin, another tissue of high immune activity. Evidence suggests that SCFA contribute to the immune responses of the gut-skin-axis (reviewed in O'Neill et al. (2016[50])), but as SCFA levels decrease strongly (from approximately millimolar to micromolar concentrations) from gut to skin (Bloemen et al., 2009[6]; Cummings et al., 1987[17]), it is unclear, if such low levels would be sufficient to drive T cell differentiation in the skin similar to the observations made in the gut. It is also not clear to what extent skin-residing SCFA-producing bacteria contribute to local SCFA levels, like the common *Propionibacterium acnes *or glycerol fermenting *Staphylococcus epidermidis* (Keshari et al., 2019[29]; Shu et al., 2013[59]). An important study in this context demonstrated that topical or subcutaneous treatment with butyrate at concentrations of 1 or 0.2 mM increased the amount of T_Reg_ in murine skin (Schwarz et al., 2017[58]) and ameliorated experimental contact hypersensitivity. Consequently, topical SCFA treatment has been suggested as a useful therapeutic approach in inflammatory skin lesions (Egawa et al., 2017[21]). These works concerned conven- tional T cells. However, the major skin-protecting resident T cells in the mouse are from the γδ lineage and have distinct features compared to the conventional CD4+ or CD8+ T cells. These γδ T cells, called dendritic epidermal T cells (DETC) due to their morphology, are innate-like T cells with an invariant γδ T cell receptor. They can sense damaged keratinocytes or cancer cells and mediate wound healing (Vantourout and Hayday, 2013[67]). Upon antigen activation (via TCR and/or stress receptors such as natural killer cell receptor D (NKG2D)), they rapidly produce cytokines and can kill cancer cells (Chodaczek et al., 2012[12]; Jameson et al., 2005[26]; Kaminski et al., 1993[27]; Matsue et al., 1993[42]; Nitahara et al., 2006[47]; Strid et al., 2008[62]). Importantly, DETC drive inflammation by cytokine secretion such as IFNγ, which can be beneficial against virus infections (Mitagami et al., 2015[44]). Typically, the TCR-stimulation of γδ T cells results in the rapid internalization of the TCR-complex and upregulation of the early activation marker CD69 on the cell surface (Koenecke et al., 2009[31]; Lahn et al., 1998[33]; Testi et al., 1989[65]). CD69 is highly expressed in tissue resident T cells and seems important for anti-inflammatory functions (Sancho et al., 2003[57]) (reviewed in Radulovic and Niess (2015[53])), and in the case of resident memory T cells for their retention in the skin (Mackay et al., 2015[38]). Similar to conventional T cells, antigen activation of DETC results in proliferation and thus a boost in anabolic processes (Gentek et al., 2018[25]). Using the DETC line 7-17, we here provide evidence for a Warburg effect-like metabolic shift, which is modulated by small chain fatty acids, in particular butyrate, and associated with an unexpected down-regulation of the inflammatory cytokine IFNγ. This data is suggestive of a role for SCFA in dampening the inflammatory action of DETC. 

## Materials and Methods

### Cell culture

7-17 cells (Kuziel et al., 1987[32]) were a kind gift from Charlotte M. Bonefeld at the University of Copenhagen. The cells were cultivated in RPMI 1640 (PAN-Biotech, Aidenbach, Germany) supplemented with 10 % heat-inactivated FCS (PAN-Biotech), 2 mM L-glutamine (PAN-Biotech), 0.63 mM HEPES (Sigma-Aldrich, St. Louis, MO, USA), 1 mM sodium-pyruvate (PAA Laboratories, Toronto, Canada), 100 µM non-essential amino acids (PAA Laboratories), 1 % of 10,000 U/ml Penicillin / 10 mg/ml Streptomycin (PAN-Biotech) and 50 µM 2-mercaptoethanol (Sigma-Aldrich) in the incubator at 37 °C, 5 % CO_2_. As growth-factor 1 ng/ml Interleukin-2 (IL-2) was added to the culture. IL-2 was generated by stimulation of EL4.IL2 cells (TIB-181, ATCC, Manassas, VA, USA) with phorbol-12-myristate-13-acetate and ionomycin (Cayman Chemical Company, Ann Arbor, MI, USA). Every 4 weeks the cultured 7-17 cells were stimulated with 5 µg/ml Concanavalin A (Roche, Basel, Switzerland) for 24 hours, to ensure cell proliferation.

### Stimulation of 7-17 cells

7-17 cells were stimulated by T cell receptor (TCR) crosslinking. Anti-CD3ε (clone 145-2C11, # 16-0031, eBioscience, San Diego, CA, USA) was coated onto 24- or 96-wells. 1x10^5^ 7-17 cells per 24-well or 5x10^4^-1x10^5^ cells per 96-well (metabolic analysis) were plated on the anti-CD3ε coated wells or control-wells pre-treated with phosphate buffered saline (PBS). Then 2 ng/ml anti-CD28 (clone 37.51, # 16-0281, eBioscience) was added and cells were incubated for indicated stimulation times.

### Treatment with short chain fatty acids (SCFAs)

Sodium-acetate, sodium-propionate and sodium-butyrate of ≥ 98.5 % purity were purchased from Sigma-Aldrich and stored at 1 M dissolved in PBS at 4 °C. SCFA were added simultaneous to the TCR-stimulation together with anti-CD28 antibodies or - in case of metabolism-measurements - 20 hours after TCR-stimulation at the stated concentrations ranging from 0.1 mM to 10 mM to the 7-17 cells. 

### Viability testing by MTT-assay

Cell-viability was assessed with the colorimetric 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazoliumbromid (MTT, Sigma-Aldrich) assay according to the instructions of the manufacturer. Briefly, MTT was added to the cells and incubated for 2 h at 37 °C. Formazan crystals were dissolved with dimethyl sulfoxide (DMSO), and absorbance at 570 nm, reference 630 nm, measured in an Infinite M200 Pro (Tecan Group Ltd, Maennedorf, Switzerland) using the software icontrol 1.11 (Tecan Group Ltd). The assay integrity was controlled in each assay by running technical duplicates and negative controls, which were cells treated with 0.01 % Triton X-100 (ICN Biomedicals, Costa Mesa, CA, USA).

### Flow cytometry (FACS)

The quantity of surface proteins on 7-17 cells was assessed by fluorescent activated cell analysis (FACS). First, the supernatants were collected and cells removed by centrifugation (200 x g, 5 min, 4 °C). The attached cells were washed once with PBS and then detached by an incubation in PBS containing 2 mM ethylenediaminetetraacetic acid (EDTA, Carl Roth, Karlsruhe, Germany) for 20 min at 37 °C and pooled with the cells from the supernatant. After washing in FACS-buffer (PBS, 10 % FCS, 2 mM EDTA) the cells were processed for staining. Fc-receptors were blocked by incubation with anti-CD16/32 (clone 93, # 101321, BioLegend) in FACS-buffer for 15 min at 4 °C. Subsequently, cells were stained with anti-Vγ3TCR-FITC (clone 536, # 553229, BD) and anti-CD69-BV605 (clone H1.2F3, # 104529, BioLegend) in FACS-buffer for 15 min at 4 °C. After washing with 1 ml FACS-buffer 0.5 µg/ml 4'-6-diamidine-2-phenylindol (DAPI, Carl-Roth) was added to stain the dead cells. Fluorescence of single cells was measured by the flow cytometer Aria^TM^ III (BD Biosciences, San Jose, CA, USA) using the software BD FACS DIVA^TM^ 8.0.1 (BD Biosciences). For analysis, sequential gating in two-dimensional plots was conducted. Forward-Scatter and DAPI-staining was used to exclude doublets and dead cells according to flow cytometry guidelines (Cossarizza et al., 2019[16]). The respective median fluorescent intensities of live 7-17 cells are used to describe the surface expression of Vγ3TCR and CD69.

### Measurement of cytokine secretion

The amount of the secreted cytokine IFNγ was determined in the supernatant of stimulated or not stimulated 7-17 cells by the ELISA kit BioLegend's ELISA MAX^TM^ Standard Sets (BioLegend) according to manufacturer's instructions. The assay was performed in technical duplicates. Absorbance at 450 nm was measured at an Infinite M200 Pro (Tecan Group Ltd) using the software icontrol 1.11 (Tecan Group Ltd) and values were corrected for absorption at the reference wavelength 570 nm. Concentration values were extrapolated from the standard curve using Excel^TM^ 2016 (Microsoft, Redmond, WA, USA).

### Metabolic profiling

The metabolic profile of 7-17 cells was assessed using the Seahorse technology (Agilent Technologies, Santa Clara, CA, USA). In principle, the activity of the mitochondrial respiratory chain and the cytosolic glycolysis is determined by measuring the oxygen consumption rate (OCR, in pmol/min) and extracellular acidification rate (ECAR, in mpH/ min), respectively, by fluorophores detecting oxygen and hydrogen-ions. A combination of the Seahorse XF Cell Mito Stress Test Kit (Agilent Technologies) and the Seahorse XF Glycolytic Rate Assay Kit (Agilent Technologies) was conducted in a 96-well format according to the manufacturer's instructions (Lund et al., 2019[36]). For each treatment, five to nine technical replicates (wells) were analyzed. Briefly, 50,000 cells were seeded per well, which had been coated with 3 µg/ml PBS anti-CD3ε (clone 145-2C11, # 16-0031, eBioscience) or mock-coated with PBS alone. Samples in the anti-CD3ε coated wells received in addition 2 µg/ml anti-CD28 (clone 37.51, # 16-0281, eBioscience). All samples were incubated for 20 hours, 37 °C, 5 % CO_2_. Subsequently, the culture medium was replaced by Seahorse XF RPMI (Agilent Technologies), supplemented with 1 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES, Carl-Roth), 11.1 mM D-Glucose (Sigma-Aldrich), 4.05 mM L-glutamin (PAN-Biotech) (pH 7.4, Agilent technologies), 50 µM 2-mercaptoethanol (Sigma-Aldrich), 100 µM non-essential aminoacids (PAA Laboratories), 1 mM sodium-pyruvate (PAA Laboratories), adjusted to pH 7.4, containing 5 mM of the respective SCFA or solvent-control. After a 1-hour incubation at 37 °C, 0 % CO_2_, the metabolic activity was assessed with the Seahorse XFe96 device (Agilent Technologies). Four basal measurements (each 3 min mixing, 3 min measurement) and 3 measurements after each inhibitor addition (each 3 min mixing, 3 min measurement) were conducted. The order of inhibitors used was oligomycin (Sigma-Aldrich; 1 µM), antimycin A/rotenone (AA/Rot, Sigma-Aldrich; 0.5 µM) and 2-deoxy-D-glucose (2-DG, Sigma-Aldrich, 5 mM). Data were acquired by the WAVE software version 2.6 (Agilent Technologies). Raw data, oxygen-consumption rate (OCR) and proton efflux rate (PER; calculated by WAVE from ECAR), were exported and further analyzed in Excel^TM^ 2016 (Microsoft). The repeated measurements after each inhibitor or basal ones were averaged to the geometric mean. All values were corrected for inter- and intra-experimental variations in the following way: The geometric means of the four basal OCR- and PER-measurements before the addition of any inhibitor of all unstimulated and untreated control wells over all performed experiments were averaged (= basal universal control; B_uC_). For each experiment an inter-experimental control factor (F_interE_) was determined by division of all geometric means of unstimulated and untreated control wells of the parti-cular experiment by B_uC_. To control intra-experimental variation, a factor F_intraE_ for each well was determined by division of the geometric mean of all replicates of one treatment-group by the respective value of one particular well. F_intraE_ was then divided by F_interE_. This factor (one factor for each well) was multiplied by the raw OCR- und PER-values for data-correction. Basal respiration (mitoOCR) and basal glycolysis (glycoPER) are the average OCR- and PER-values before the addition of any inhibitor. The total ATP production rate was calculated as the sum of glycoATP and mitoATP. GlycoATP is equal to glycoPER; mitoATP was calculated from the minimal mitoOCR after the addition of oligomycin according to manufacturer's instructions (Romero et al., 2018[55]) as shown in equation (1):

mitoATP production-rate [pmol ATP/min] = (mitoOCR basal - mitoOCR after oligomycin) [pmol O2/min] x 2 [pmol O/pmol O2] x 2.75 [pmol ATP/pmol O].

### Statistical analysis

All statistical data analysis was performed in GraphPad Prism 8 (GraphPad Software Inc, San Diego, CA, USA). Normality distribution of data was assessed by the Shapiro-Wilk-Test and consequently parametric or non-parametric tests were used as stated.

## Results

### Toxic effects of butyrate, propionate and acetate on 7-17 DETC differ between unstimulated and TCR-stimulated cells

To assess possible toxic effects of SCFA for DETC, we treated the 7-17 DETC line with physiologically relevant concentrations of butyrate, propionate and acetate (Cummings et al., 1987) for 6 or 24 hours and analyzed the number of living cells indirectly via the enzyme-activity based MTT-assay. After 6 hours only the highest concentration of 100 mM butyrate, propionate and acetate impaired the viability of 7-17 cells (slightly, but significantly (Figure 1a(Fig. 1))). At 24 hours, only butyrate at 5 mM and 100 mM was toxic, albeit only by approximately 50 %. Propionate and acetate did not show any significant impact on viability (Figure 1a(Fig. 1)) across the samples, which probably is due to the large individual variation of cultures. As we were especially interested in effects of SCFA on immunologically stimulated DETC, we tested if a treatment with 5 mM butyrate, propionate, or acetate decreased the viability of 7-17 cells upon T cell receptor (TCR) stimulation by anti-CD3ε and anti-CD28 antibodies. Similar to the findings in the unstimulated cells, treatment with 5 mM SCFA for 6 hours did not affect the viability of stimulated 7-17 DETC. However, extending the treatment time to 24 hours decreased the viability of butyrate-treated cells (by 80 %) and now also of propionate-treated cells (50 %), but not of acetate-treated cells (Figure 1b(Fig. 1)). In conclusion, stimulation via the TCR rendered 7-17 cells more sensitive to toxicity mediated by butyrate and propionate, if treated for 24 hours. Unstimulated cells were much less susceptible. The treatment for 6 hours with 5 mM SCFA had no toxic effect at both unstimulated and stimulated cells.

### Butyrate and propionate, but not acetate, increase the surface expression of activation marker CD69 on 7-17 DETC

CD69 (Leu23) is a surface receptor for galectin-1 on T cells, which is rapidly - within two hours - expressed on the T cell surface upon TCR-stimulation. The intensity of expression correlates with the intensity of TCR-crosslinking (Testi et al., 1989[66]). Therefore, CD69 is considered an activation-marker for both αβ and γδ T cells (Lahn et al., 1998[33]). We measured the impact of SCFA on the expression of CD69 on 7-17 DETC by flow cytometry. We treated the 7-17 cells for 6 hours with 5 mM SCFA with or without simultaneous TCR-stimulation. As known from other conventional T cells subsets, CD69 expression increased significantly also in 7-17 cells upon TCR-stimulation (CD69 median fluorescence intensity (MdFI): unstimulated 466 +/- 82 vs. stimulated 714 +/- 94;* t*-test *p* = 0.0022; n = 5; Figure 2a(Fig. 2)). The increase in CD69 expression upon TCR-stimulation was significant in all cases, i.e. regardless of the presence of SCFA in the medium (two-way ANOVA for factor stimulation: butyrate *p* = 0.0013, propionate *p* = 0.0031, acetate *p* = 0.0025). Notably though, butyrate and propionate at concentrations of 5 and 10 mM increased the expression of CD69 slightly but clearly reproducible on both the unstimulated and stimulated 7-17 DETC, while acetate had no effect (Figure 2 a, b(Fig. 2)).

Typically, TCR molecules are internalized later upon stimulation (Martinez-Martin et al., 2011[41]). This internalization was not affected by SCFA, even at the highest concentrations (Supplementary Figure 1). Given this effect of butyrate and propionate on CD69, a critical activation marker, we investigated further parameters of DETC-activity. 

### Butyrate antagonizes the activation-induced shift of 7-17 DETC from respiration to glycolysis

Stimulated conventional T cells satisfy their increased demand for energy by switching from mitochondrial respiration to glycolysis and lactate production (Brand et al., 1988[9]). This phenomenon, known as the Warburg effect, has not been studied in DETC. Therefore, we compared the metabolic activity of unstimulated and stimulated 7-17 DETC. In contrast to the experiment for CD69 expression we chose a longer stimulation time of 20 hours for practicability of assay performance. As 5 mM butyrate and propionate changed the levels of the activation marker CD69 in 7-17 DETC 6 hours after stimulation and treatment, we asked if this concentration of SCFA also affects the metabolism of the cells. We did not add the SCFA simultaneously to the TCR-stimulation, but instead one hour before the metabolism measurement, to assess their effects as potential metabolic substrates rather than their contribution to mechanisms, which involve stimulation-induced gene-expression. 7-17 DETC, which were or were not TCR-stimulated for 20 hours, were treated with 5 mM butyrate, propionate or acetate for one hour and subsequently measured for their activity of glycolysis and mitochondrial respiration using the Seahorse technology in a 2 hours lasting procedure. TCR-stimulation with anti-CD3ε/ CD28 antibodies resulted in a moderate increase of basal respiration (mitoOCR, Figure 3a(Fig. 3)) and a clear increase of basal glycolysis (glycoPER, Figure 3b(Fig. 3)), independent of the SCFA-treatment (2-way ANOVA factor stimulation *p* = 0.005 for basal respiration and *p* < 0.001 for basal glycolysis). Importantly, the overall variation of mitoOCR and glycoPER was higher between TCR-stimulated samples than between unstimulated samples (Table 1(Tab. 1)), which might be due to variations in the cultures of different cell batches. Notably, two experiments did not show an induction of glycolysis or respiration after TCR-stimulation. Butyrate appeared to increase the mitochondrial respiration of stimulated cells, while acetate decreased it (Figure 3a(Fig. 3)). The basal glycolysis of stimulated cells seemed to be impaired by all three SCFA, and butyrate had the most prominent effect (Figure 3b(Fig. 3)). The ratio glycoPER/mitoOCR of stimulated cells was clearly reduced by butyrate and moderately by propionate (Figure 3c(Fig. 3)). The calculated theoretical total ATP-production increased only moderately after TCR-stimulation with poor statistical significance and did not significantly change due to SCFA-treatment (Figure 3d(Fig. 3)). The calculated proportion of ATP generated by glycolysis was reduced significantly only by butyrate (Figure 3e(Fig. 3)). Other determinants of mitochondrial function, such as proton-leak and coupling-efficiency, which reflect mitochondrial damage and other control mechanisms for the rate of ATP-production, were not affected by the experimental treatments (Supplementary Figure 2). During the 1-hour SCFA-treatment the 7-17 cells were incubated at 0 % CO_2_, as recommended by the manufacturer to ensure assay integrity. We tested the viability of the cells in the presence of the SCFA under these conditions, as this might affect the metabolic measurement. Therefore, 7-17 cells were or were not TCR-stimulated for 20 hours and then treated with 5 mM butyrate, propionate or acetate for 3 hours at 0 % CO_2_. The viability, determined with an MTT-assay, was constant among all treatment groups (Supplementary Figure 3). We conclude that propionate, acetate, and to the largest extent butyrate inhibit the glycolysis of TCR-stimulated 7-17 DETC. Only acetate seemed to impair additionally mitochondrial respiration (Figure 3a(Fig. 3)). Butyrate caused a significant shift in energy-production away from glycolysis to mitochondrial respiration.

### Butyrate and propionate, but not acetate, inhibit the secretion of IFNγ by 7-17 DETC

In addition to the metabolic parameters, we asked if SCFA-treatment influences an important effector function of 7-17 DETC, i.e. secretion of IFNγ (Federici et al., 2002[22]). 7-17 cells were TCR-stimulated with anti-CD3ε/CD28 antibodies and simultaneously treated with 5 mM butyrate, propionate or acetate. After 6 hours, the IFNγ concentration in the supernatant was determined by ELISA. As expected, resting 7-17 cells did not produce notable amounts of IFNγ. However, upon TCR-stimulation, the concentration of secreted IFNγ increased significantly to 20 and 130 ng/ml (Figure 4(Fig. 4)). Importantly, butyrate and propionate decreased the amount of secreted IFNγ in all of the experiments, while acetate had no effect (Figure 4(Fig. 4)). 

In conclusion, our data show that also in skin γδ T cells a metabolic shift takes place upon TCR-stimulation, and that addition of SCFA, especially butyrate, antagonizes this shift and inhibits a major function, the IFNγ secretion, possibly indicating effects on differentiation. 

## Discussion

From studies in the colon it is known that small chain fatty acids, which are metabolites generated during bacterial carbohydrate catabolism, are both major sources of energy for the epithelial host cells and critical in ensuring a non-pathogenic microbiome (Blouin et al., 2011[7]; Roediger and Nance, 1986[54]; Sun and O'Riordan, 2013[64]). Moreover, SCFA also affect the differentiation/expansion of regulatory T cells, and thereby can be beneficial in inflammatory gut diseases. The skin harbors SCFA producing bacteria as well (reviewed in Christensen and Bruggemann (2014[13])), and recent evidence by the group of Thomas Schwarz demonstrated that applications of one SCFA, butyrate, can increase αβTCR+CD4+CD25+ T_Reg_ in the skin by converting CD4+ non- T_Reg_ cells to T_Reg_, similar to events in the colon (Schwarz et al., 2017[58]). In addition to skin-homing activated αβ T cells, the resident invariant γδ T cells are pivotal for skin immunosurveillance, and important for the skin inflammatory response against cancer cells and pathogens (Nitahara et al., 2006[47]) (reviewed in Nielsen et al., (2017[46])), but there is a paucity of data regarding the effects of SCFA on these T cell guardians of skin immunity. Using the DETC cell line 7-17, we here show* in vitro* that the SCFA butyrate, propionate and acetate affect DETC, especially TCR-activated DETC, in several ways. In particular, SCFA exposure modulated the activation-driven metabolic shift and impaired the IFNγ production. We had chosen SCFA concentrations in the physiological range from what has been measured in human gut and blood samples (Cummings et al., 1987[17]). Feces of normal-weight humans averages concentrations of 15-150 µmol/g dry-weight butyrate, 15-150 µmol/g dry-weight propionate, and 40-400 µmol/g dry-weight acetate (Kim et al., 2019[30], Liebisch et al., 2019[34]), giving an indication of the physiological concentrations T cells might encounter, tolerate and possibly react to. Currently, there are no measurements for SCFA concentrations on the skin, but they are probably lower. As might be expected, the lower doses of SCFA, roughly within the range of SCFA concentrations in the gut, were not toxic to 7-17 cells either at 6 or at 24 hours. Interestingly though, the toxicity threshold was lowered by TCR-stimulation, i.e. 5 mM was highly toxic for both butyrate and propionate (but not for acetate). A similar observation was reported for splenic CD4 and CD8 T cells, stimulated with 3 mM butyrate for 24 hours, with or without additional TCR-stimulation (Zimmerman et al., 2012[74]). Mechanistically, the authors of this study demonstrated that butyrate inhibited the histone deacetylase 1 (HDAC1) at the Fas cell surface death receptor *(Fas)* promotor, which increased FAS expression and triggered cell death (Zimmerman et al., 2012[74]). 

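Gene expression in primary DETC was measured on Clariom S Mouse arrays, which carry short probes against mouse transcripts. The DETC came from back and belly epidermis of female and male mice aged 2 weeks that carried a knockout allele of the gene for the aryl hydrocarbon receptor (Ahr), a transcription factor that binds tryptophan metabolites and pollutants. There were 3 arrays for mice with 1 knockout allele (Ahr-het) and 3 for littermates with both alleles knocked out (Ahr-ko), each with RNA pooled from 2 to 3 mice. The paper describes the mice as wildtype C57BL/6, while the sample labels give them as heterozygous or homozygous for the knockout. The labels were used, and the Ahr-het arrays stand for the DETC of the paper. Cells were stained for the γδ TCR and for Vγ3, the chain that marks DETC, and sorted to a purity of 90 to 98%. DETC made up 10 to 15% of live epidermal cells in Ahr-het mice and 2 to 4% in Ahr-ko mice, and 10 ng of RNA went into each labelling reaction.
The authors normalized the arrays together by RMA, which corrects background, equalizes the distributions of the arrays and summarizes the probes, and deposited log2 values. These values hold no call of presence, so a background limit was set per array at the 95th percentile of 1391 olfactory and vomeronasal receptor genes, which serve smell and stand for genes not transcribed in a T cell. The limit was 7.46 to 7.56 (log2) on the Ahr-het arrays and 7.55 to 7.63 on the Ahr-ko arrays, and 57.4 to 60.2% of the 20300 genes lay above it. A gene was called above background in a group only where it passed the limit on all 3 arrays. Levels of different genes were not read as relative abundances, because probes differ in brightness. They were set only against background genes and control probe sets, and used to pick some of the list members that are named. Differences between the genotypes were tested with limma and Benjamini-Hochberg adjustment over the 20300 genes, and the number of arrays limits the precision of each value. The p-values rest on the spread between pools of mice of the same genotype. The main fit has no term for the replicate number, so this spread includes any difference shared by arrays of equal number.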

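In sorted DETC of Ahr-het mice, the genes for the death receptor and for its ligand were both above the background limit on 3 of 3 arrays. Fas (gene ID 14102, probe set on chromosome 19), whose product starts apoptosis when bound, had a level of 9.37 +/- 0.56 (log2, SD, n = 3 arrays), which was 1.84 +/- 0.50 above the limit. Fasl (gene ID 14103, chromosome 1), which encodes the ligand that cytotoxic lymphocytes carry, had a level of 8.37 +/- 0.19 (SD, n = 3) and was 0.85 +/- 0.13 above it. In DETC of Ahr-ko mice Fas was 1.09 +/- 0.42 and Fasl 1.79 +/- 0.20 above the limit (SD, n = 3), again on 3 of 3 arrays.

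**Figure D1:**
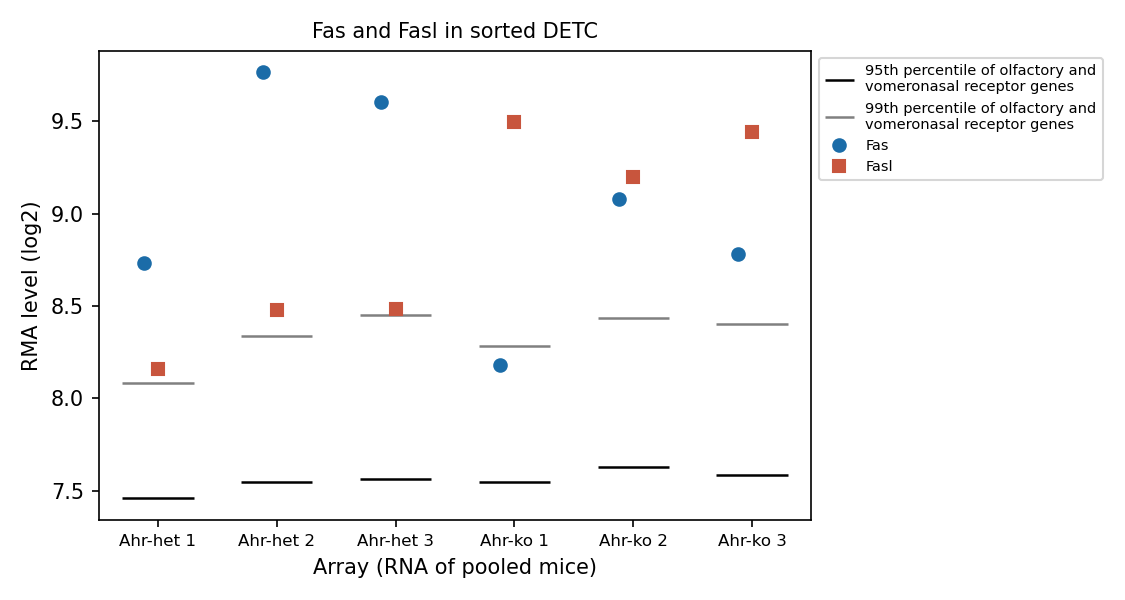
RMA levels (log2) of Fas (circles) and Fasl (squares) on each of the 6 arrays of sorted DETC, with the 95th percentile (black bars) and the 99th percentile (grey bars) of the olfactory and vomeronasal receptor genes on that array. Fasl lies at 8.16 to 8.48 on the Ahr-het arrays and at 9.20 to 9.49 on the Ahr-ko arrays.

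Other genes of the Fas death pathway list, which also holds another death ligand and its receptor, were above the limit as well. Of 21 genes of the Fas death pathway, 20 were above the limit on every Ahr-het array, including Fas and Fasl. Fadd, the adaptor that docks to Fas, had a level of 9.19 +/- 0.061 (log2, SD, n = 3), and Casp8, the caspase that the complex activates, of 11.15 +/- 0.25 (both genes chosen after their values were seen). Hdac1, the histone deacetylase that butyrate inhibits, had a level of 11.02 +/- 0.12 (SD, n = 3).
Between the genotypes, Fasl was higher in the cells sorted from Ahr-ko mice, with a log2 fold change of 1.01 (standard error 0.14, adjusted p = 0.00489 from limma). Every Ahr-ko array was above every Ahr-het array. For this rise, as for the other genes higher in Ahr-ko, another lymphocyte type in the sorts cannot be told apart from a change within DETC. Unequal sexes of the pools cannot be told apart either. Fas had a log2 fold change of -0.69 (standard error 0.31, adjusted p = 0.393 from limma; adjusted p = 0.00438 with the replicate number as a block; -1.0 to -0.44 leaving out 1 array). Of the 21 pathway genes 4 were higher in Ahr-ko, 1 was lower and 16 did not pass the test (5 higher and 1 lower when adjusted over the list alone, 4 and 4 with the block), and the list had an adjusted p of 0.315 from camera. Besides Fasl, the higher genes were Tnfsf10, which encodes the death ligand TRAIL (log2 fold change 1.11), its receptor Tnfrsf10b (0.67) and Bcl2l11, which encodes the pro-apoptotic protein BIM (0.59; chosen after its value was seen). Of the 6 fits leaving out 1 array, 3 ended the call of Tnfsf10 and 5 those of Tnfrsf10b and of Bcl2l11.
Over the 99th percentile of the receptor genes the margin in Ahr-het DETC was 0.081 +/- 0.053 for Fasl and 1.08 +/- 0.39 for Fas. Fasl lay below limits from tissue-restricted genes (-0.59 +/- 0.095) or from antigenomic control probe sets (-0.38 +/- 0.18). Both genes lay below the limit from negative control probe sets (Fas -1.15, Fasl -2.15). Most genes fall below that limit, which at 10.42 to 10.62 lies above the median tested gene (8.03 to 8.05). The 99th percentile (8.08 to 8.45) and the limits from tissue-restricted genes (8.85 to 9.06) and antigenomic controls (8.65 to 8.92) lie above that median too. The limits from antigenomic and negative control probe sets were chosen after seeing the data. With the level of keratinocyte markers as a covariate the adjusted p was 0.0964 for Fasl (log2 fold change 0.94), 0.291 for Tnfsf10 (0.57), 0.276 for Tnfrsf10b (0.54) and 0.214 for Bcl2l11 (0.51), and the log2 fold change of Fas was 0.35 (adjusted p = 0.617, limma). This covariate was lower on every Ahr-ko array (8.08 to 8.17) than on any Ahr-het array (8.18 to 8.24), so it overlaps with the genotype. The standard error of Fasl rose with it to 0.24 from 0.14. From the expression of both genes in primary DETC, the paper proposes that death through Fas might also be relevant for the 7-17 line.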

We had found that primary DETC isolated from murine skin also express *Fas* and Fas-ligand (*Fasl*) (GSE142437). Thus, this mechanism might be relevant for 7-17 DETC as well. When T cells are activated, most of them eventually go into apoptosis by a mechanism called activation induced cell death (AICD). This prevents tissue destruction by T cells after the pathogen or cancer tissue has been cleared (Boldizsar et al., 2010[8]). Also for γδ T cells a Fas/Fasl dependent AICD has been demonstrated (Gan et al., 2001[24]). Thus, butyrate and propionate might prevent inflammatory tissue damage by facilitating AICD of activated DETC.

The fact that the surface receptor for galectin-1 and stabilizer for tryptophan-transporter linker of activated T cells 1 (LAT1) (Cibrian et al., 2016[14]), CD69, is rapidly upregulated after TCR-stimulation makes it a sensitive marker for early T cell stimulation. Moreover, CD69 enhances immune-suppressive function of regulatory T cells (Cortes et al., 2014[15]; Yu et al., 2018[73]) and modulates T cell differentiation (de la Fuente et al., 2014[18]; Martin et al., 2010[40]). Therefore, we analyzed CD69 surface expression on DETC as an important indicator for eventual effects of SCFA on DETC activation or differentiation. We tested if 5 mM SCFA influence the surface expression of CD69 in unstimulated and TCR-stimulated 7-17 DETC within the non-toxic time-window of 6 hours of simultaneous stimulation and SCFA-treatment. Propionate and butyrate increased CD69 surface expression in both unstimulated and TCR-stimulated 7-17 cells, while acetate-treatment had no effect. In another study, this had not been observed in stimulated splenic CD4 T cells, where addition of up to 5 mM butyrate *ex vivo* treatment did not change the number of CD69+ T cells even 24 hours after stimulation (Zimmerman et al., 2012[74]). However, tissue resident T cells like DETC are characterized by a high basal CD69-expression (Mackay et al., 2013[38]), which suggests a distinct regulation of CD69 in DETC compared to splenic T cells. In general, upregulation of CD69 in T cells via the TCR-signaling cascade depends on the transcription factors AP-1 and NFκb (Castellanos et al., 2002[10]; López-Cabrera et al., 1995[35]). While it has been reported that 4 mM butyrate suppresses NFκb activity in colonocytes (Yin et al., 2001[72]), comparable con-centrations of butyrate activated AP-1 in intestinal epithelial cells (Nepelska et al., 2012[45]). AP-1 induction is a possible mechanism, which could explain our data on CD69 upregulation after propionate and butyrate in 7-17 DETC. However, simultaneous suppression of NFκb by SCFA could have limited the degree of upregulation of CD69 in our experiments. The increased expression of CD69 after butyrate and propionate treatment demonstrated here might further shape the DETC functions by interfering in differentiating signaling cascades (Cortes et al., 2014[15]; de la Fuente et al., 2014[18]; Martin et al., 2010[40]; Yu et al., 2018[73]) or by altering the amino acid metabolism and aryl hydrocarbon receptor activation via an increased intake of tryptophan via LAT1 (Cibrian et al., 2016[14]), which could both result in a more immunosuppressive character of DETC.

Beside their ability to modify enzyme activities, SCFA are sources of energy not only for gut epithelial cells, which prefer SCFA over glucose (Blouin et al., 2011[7]; Roediger and Nance, 1986[54]), but also for immune cells (Bachem et al., 2019[4]). As activated T cells need high amount of energy to perform their effector functions, their metabolism adapts and shifts cell type-dependently from mitochondrial respiration to glycolysis after TCR-crosslinking (Brand et al., 1988[9]; Chang et al., 2013[11]). To our knowledge, we here demonstrated this shift for the first time in epidermal γδ T cells. In our experiments, the intensity of mitochondrial respiration and glycolytic parameters varied strongly between the different batches of 7-17 cells. As the experiments were not standardized for equal passaging or Concanavalin A re-stimulation frequency, we assume that cell batches were distinctly responsive to TCR-stimulation. The metabolization of SCFA in gut epithelial cells and T cells led to enhanced oxygen consumption (Bachem et al., 2019[4]; Kelly et al., 2015[28]). In these studies, a short-term exposure of murine colonocytes to 10 mM butyrate increased mitochondrial respiration, which was dependent on intact fatty-acid-oxidation (Donohoe et al., 2011[19]) or human colon cancer cells preferentially metabolized butyrate over glucose and switched from glycolytic lactate production to oxidative phosphorylation, when treated with 4 mM butyrate for 24 hours (Blouin et al., 2011[7]). In line with the observations in conventional T cells and gut epithelial cells (Bachem et al., 2019[4]; Kelly et al., 2015[28]), butyrate seemed to increase mitochondrial respiration of 7-17 DETC. Due to the short incubation time (1 hour) of SCFA before metabolic measurements we think that the observed changes occurred due to entry of SCFA into the energy-metabolism as energy-source rather than due to changes in enzymatic compositions resulting from altered DNA-acetylation processes, like it has been suggested for colonocytes (Alvarez et al., 2010[1]). Interestingly, butyrate and to a lesser extent propionate and acetate seemed to reduce the glycolytic activity of the 7-17 DETC. A similar effect has not been documented before.

Acetate seemed to moderately dampen the mitochondrial respiration and the glycolysis, which did, however, not result in a significantly reduced, total calculated ATP-production. The mechanisms, by which butyrate or propionate impact γδ T cell metabolism after short- and long-term exposure, remain to be studied. 

Given the effects on CD69 and the metabolic profile, which indicated an alteration of DETC-activity in response to SCFA, at least of butyrate and propionate, we queried the production of the hallmark inflammatory cytokine IFNγ by DETC upon SCFA treatment. Congruent with the observations derived from gut data, where SCFA drive a regulatory phenotype in T cells, butyrate and propionate significantly suppressed IFNγ secretion by TCR-activated 7-17 cells (5 mM, 6 hours). Avoiding over-shooting inflammation on the skin is necessary as the skin is a habitat with a high, but not necessarily always harmful, environmental pressure, and where beneficial bacteria reside. SCFA produced by such skin commensals might conceivably be a mechanism to moderate the inflammatory skin tone. The extent and relevance of such a default suppression of inflammatory DETC responses *in vivo* is unclear and warrants further research. Likewise, how this might be congruent with the need to mount an immune response in the case of “danger”, and how this then might be regulated, remains to be shown. Intriguing possibilities for how SCFA act include epigenetic modification of the IFNγ gene, considering that butyrate is a known histone-deacetylase inhibitor (Waldecker et al., 2008[68]), or further downstream effects during protein expression. Of note, glycolysis is required for optimal IFNγ production in T cells. When glycolysis was inactive, the glycolysis enzyme GAPDH blocked translation of *Ifnγ* mRNA by binding to the 3´UTRs (Chang et al., 2013[11]). As the 6 hours butyrate and to a lesser extent propionate treatment shifted the metabolism of 7-17 DETC from glycolysis to mitochondrial respiration, the influence of reduced glycolysis might have superimposed potential effects of SCFA-dependent epigenetic modification, which could increase *Ifnγ* gene expression (Luu et al., 2018[37]). Additionally, more CD69 signaling due to more CD69 surface expression after butyrate and propionate treatment might have contributed to the reduced IFNγ secretion. Thus, it has been shown that IFNγ is negatively regulated by CD69, as CD69-deficient T cells express and secrete more IFNγ (Radulovic et al., 2012[52]). 

Beside their function to inhibit HDAC and get metabolized, SCFA also activate GPR43, GPR41 or GPR109a (reviewed in Ang and Ding (2016[2])). Whether these receptors act pro- or anti-inflammatory during inflammatory gut diseases is controversially discussed (D'Souza et al., 2017[20]; Yang et al., 2018[71]). 

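In sorted DETC of Ahr-het mice, the genes for the SCFA receptors GPR41, GPR43 and GPR109a each passed the background limit on 3 of 3 arrays. Ffar3 (GPR41; gene ID 233080, probe set on chromosome 7), a receptor that responds to propionate and butyrate, had a level of 9.16 +/- 0.038 (log2, SD, n = 3 arrays). This was 1.63 +/- 0.094 above the limit, and 99.9% of the olfactory and vomeronasal receptor genes lay below it on each Ahr-het array. Ffar2 (GPR43; gene ID 233079, chromosome 7), which responds to acetate and propionate, had a level of 8.10 +/- 0.042 (SD, n = 3). Its margin was 0.57 +/- 0.047, above 97.8 to 98.8% of those genes. Hcar2 (GPR109a; gene ID 80885, chromosome 5), the receptor for niacin and butyrate, had a level of 8.19 +/- 0.14 (SD, n = 3). Its margin was 0.67 +/- 0.18, above 97.6 to 99.4% of them.

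**Figure D2:**
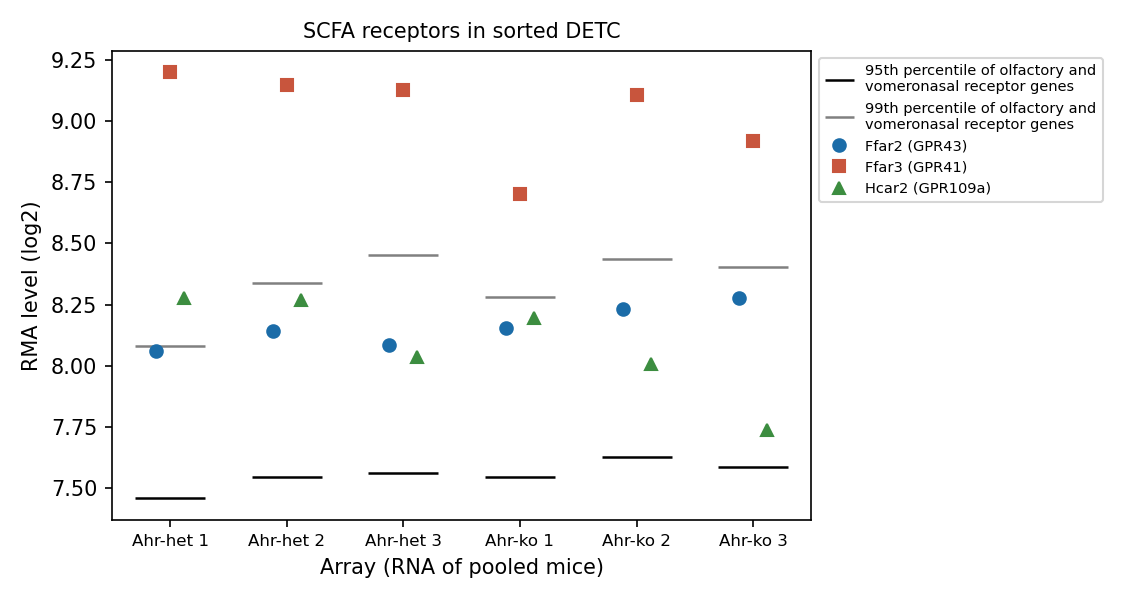
RMA levels (log2) of Ffar2 (circles), Ffar3 (squares) and Hcar2 (triangles) on each of the 6 arrays of sorted DETC, with the 95th percentile (black bars) and the 99th percentile (grey bars) of the olfactory and vomeronasal receptor genes on that array. Ffar3 lies above both bars on every array, while Ffar2 lies between them on every array and Hcar2 on all but Ahr-het 1.

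In DETC of Ahr-ko mice the margins over the limit were 1.32 +/- 0.16 for Ffar3, 0.63 +/- 0.047 for Ffar2 and 0.39 +/- 0.25 for Hcar2 (SD, n = 3), with 3 of 3 arrays above it for each gene. The log2 fold change of Ahr-ko over Ahr-het was -0.25 for Ffar3 (standard error 0.12, adjusted p = 0.468 from limma). It was 0.12 for Ffar2 (standard error 0.097, adjusted p = 0.687) and -0.21 for Hcar2 (standard error 0.14, adjusted p = 0.614, limma). Leaving out 1 array gave -0.35 to -0.14 for Ffar3, 0.096 to 0.16 for Ffar2 and -0.32 to -0.092 for Hcar2. Of the 3 receptor genes, 0 passed by limma, at an unadjusted p under 0.05, when adjusted over the list alone or with the replicate number as a block. The list as a whole had an adjusted p of 0.541 from camera.
Against the 99th percentile of the olfactory and vomeronasal receptor genes, Ffar3 kept a margin of 0.86 +/- 0.23 in Ahr-het DETC, while Ffar2 was at -0.20 +/- 0.17 (0 of 3 arrays above) and Hcar2 at -0.099 +/- 0.31 (1 of 3 above). Against tissue-restricted genes the margins were 0.19 for Ffar3, -0.87 for Ffar2 and -0.77 for Hcar2, and against antigenomic control probe sets, 0.41, -0.65 and -0.56. Against negative control probe sets all 3 lay below (-1.36, -2.42 and -2.33). Most genes fall below that limit, which at 10.42 to 10.62 lies above the median tested gene (8.03 to 8.05). The 99th percentile (8.08 to 8.45) and the limits from tissue-restricted genes (8.85 to 9.06) and antigenomic controls (8.65 to 8.92) lie above that median too. The limits from antigenomic and negative control probe sets were chosen after seeing the data.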

Freshly isolated DETC from wildtype C57BL/6 mice express all three of them (see GSE142437). Further research is needed to elucidate the mechanisms for certain effects of SCFA in DETC. Moreover, which of the numerous possibilities of SCFA to be transported into cells (reviewed in Stumpff (2018[63])) predominates in DETC should be addressed in further research. This is also of importance for the estimation of ideal SCFA concentra- tions in the skin. These have not been measured in humans or other mammals, but might likely be influenced by the local microbiota, which produce SCFA (Shu et al., 2013[59]).

In conclusion, we here found that subtoxic concentrations of butyrate and propionate partly revert the TCR-stimulation-induced metabolic shift from mitochondrial respiration to glycolysis in the 7-17 DETC cell line, and reduce IFNγ production by these cells. We hypothesize that this reflects on the physiological importance to regulate over-shooting inflammation, and that skin commensal-derived SCFA may be an important regulator. As suggested before regarding conventional T cells (Schwarz et al., 2017[58]), we propose that treatment with SCFA of the skin may be a relevant approach addressing DETC in situations of skin inflammation, although more knowledge is needed.

## Notes

Katja Merches and Charlotte Esser contributed equally to this publication.

## Acknowledgements

We thank Charlotte Bonefeld for providing the 7-17 cells. This research was supported through the Deutsche Forschungsgemeinschaft, grant ES103/7-1 to C.E. 

## Disclosure

The authors declare that they have no conflict of interest.

## Supplementary Material

Supplementary information

## Figures and Tables

**Table 1:**
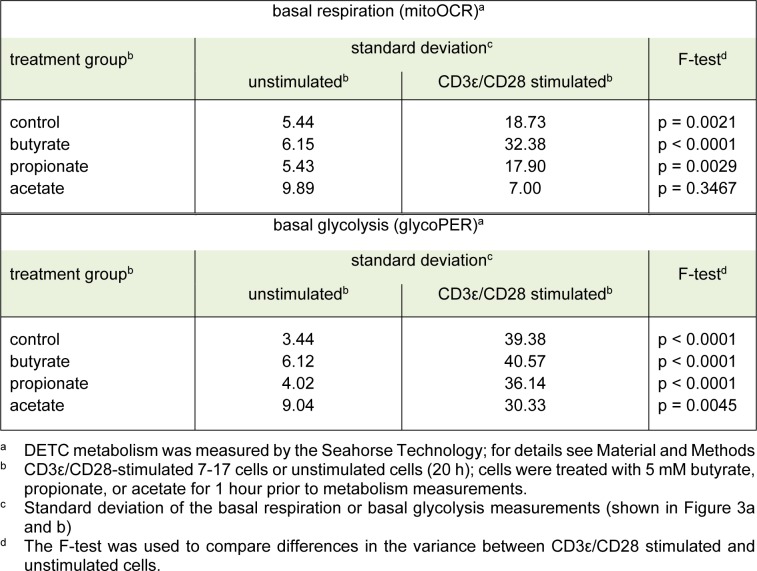
Table1: Variability of metabolic parameters in 7-17 DETC after TCR-stimulation

**Figure 1:**
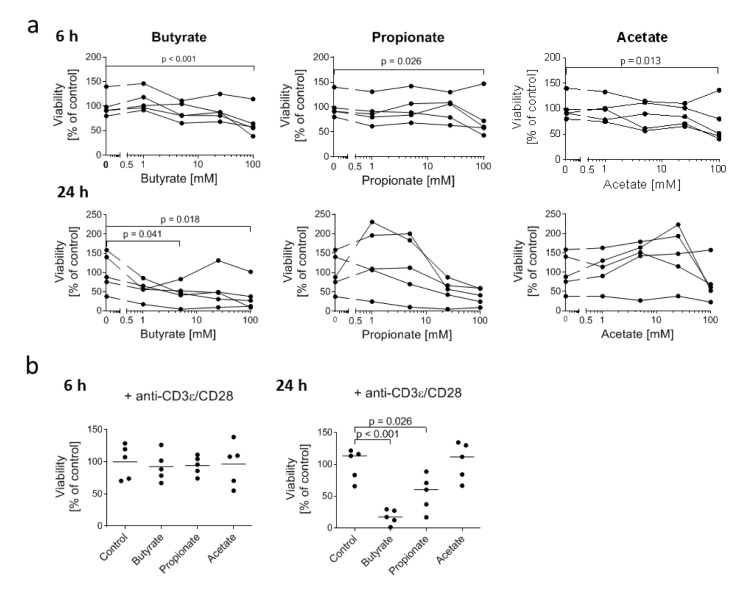
Influence of SCFA on the viability of 7-17 DETC (a) 7-17 cells were treated with the indicated concentrations of butyrate, propionate or acetate for 6 or 24 hours (n = 5; individual replicates are connected by lines); (b) 7-17 cells were treated with 5 mM butyrate, propionate or acetate and simultaneously stimulated with anti-CD3ε/CD28 antibodies for 6 or 24 hours (n = 5); (a+b) The viability was assessed by an MTT-assay. The measured absorbance-values were normalized to the mean of the untreated cells (= 100 % viability) of all biological replicates; one-way ANOVA (biological replicates are paired without Geisser-Greenhouse correction) followed by a Dunnett's multiple comparisons test, which compared SCFA-treated samples with untreated controls; only *p* ≤ 0.05 are displayed.

**Figure 2:**
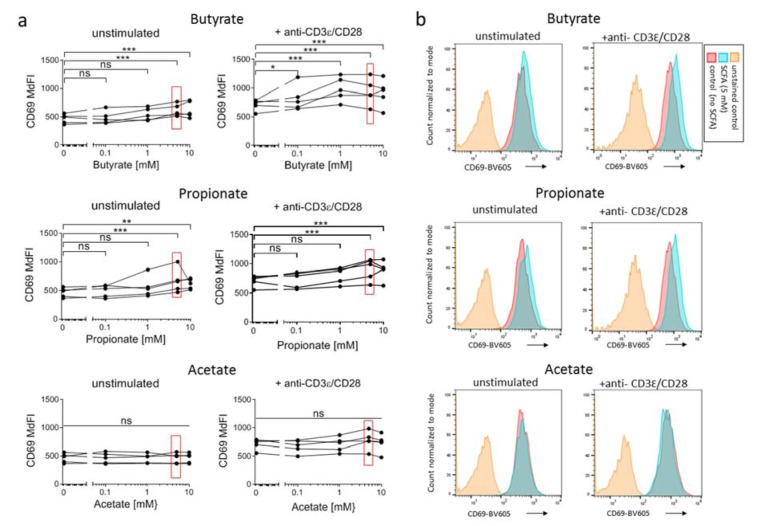
Influence of SCFA on the CD69-expression on 7-17 DETC 7-17 cells were treated with the indicated concentrations of butyrate, propionate or acetate and simultaneously stimulated with anti-CD3ε/CD28 antibodies for 6 hours. Subsequently, cells were detached, stained with anti-CD69-BV605 antibodies and analyzed by flow cytometry. (a) The median fluorescence intensity (MdFI) of live 7-17 cells, defined by a negative DAPI staining, is shown (n = 5; individual biological replicates are connected by lines; two-way ANOVA (biological replicates are paired without Geisser-Greenhouse correction) followed by a Dunnet's multiple comparisons test, which compared SCFA-treated samples with untreated controls separately within unstimulated or stimulated samples; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05, ns = not significant). Values at SCFA-concentrations of 5 mM are marked with red rectangles as this concentration is represented in (b). Representative histogram plots of CD69-expression at 5 mM SCFA treatment are shown.

**Figure 3:**
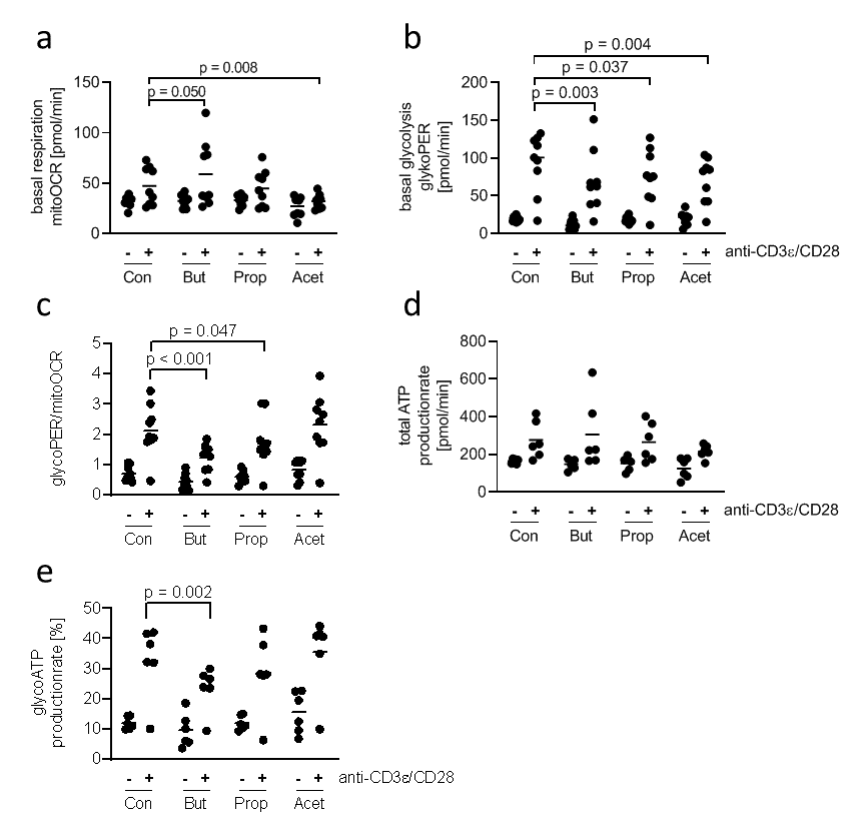
Influence of SCFA on the metabolic profile of 7-17 DETC 7-17 cells were stimulated with anti-CD3ε/CD28 antibodies for 20 hours or left unstimulated und subsequently treated with 5 mM of butyrate, propionate or acetate for one hour. After that the oxygen consumption rate (OCR) and extracellular acidification rate was measured by the Seahorse device (Agilent). (a) Basal respiration, (b) basal glycolysis, (c) the ratio of basal respiration and glycolysis, (d) the total ATP-production rate and (e) the glycolytic ATP-production rate was calculated from these values. (a-e) n = 6-9; two-way ANOVA or mixed-effects analysis (biological replicates were paired without Geisser-Greenhouse correction) followed by a Sidak's or Dunnet's multiple comparisons test, which compared SCFA-treated samples with controls separately within unstimulated and stimulated samples; only *p*-values ≤ 0.05 are displayed.

**Figure 4:**
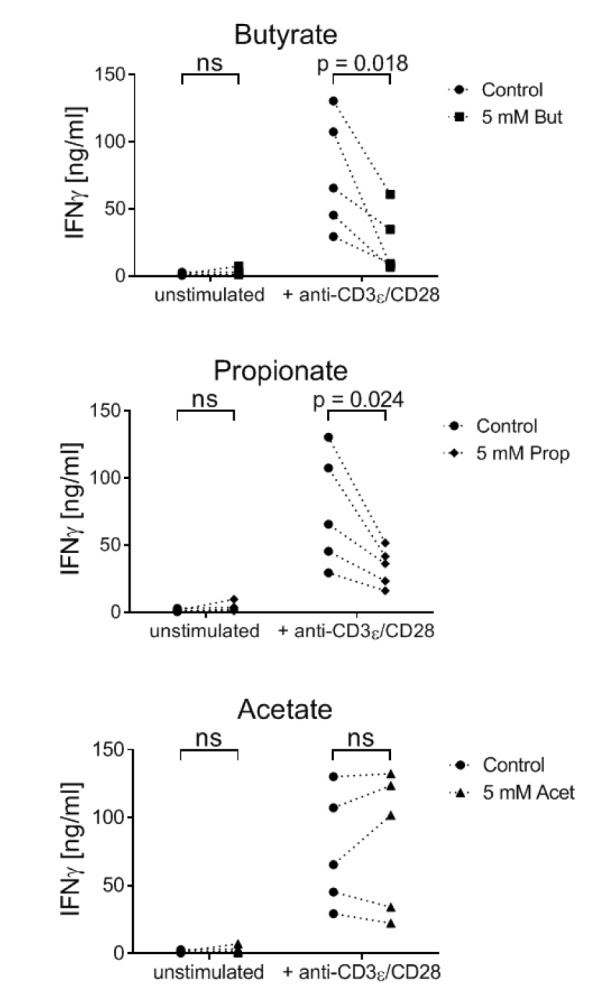
Influence of SCFA on the IFNγ production by 7-17 DETC 7-17 cells were treated with 5 mM butyrate, propionate or acetate and simultaneously stimulated with anti-CD3ε/CD28 antibodies for 6 hours. Subsequently, the supernatants were analyzed for their IFNγ concentrations by ELISA (n = 5; individual biological replicates are connected by lines; two-way ANOVA (biological replicates were paired without Geisser-Greenhouse correction) followed by a Sidak's multiple comparisons test, which compared SCFA-treated samples with controls separately within unstimulated and stimulated samples; ns = not significant

How the deposited data were processed for this re-analysis (not part of the article)

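RNA of sorted DETC from Ahr-het and Ahr-ko mice was measured on 6 Clariom S Mouse arrays, 3 per genotype, each with RNA of 2 to 3 mice. Conditions and replicate numbers were taken from the sample labels. The authors made the deposited log2 expression values by RMA over all arrays. The version of RMA and the annotation and genome build of the probe sets are not given in the sources used here. The authors' deposited table of the comparison holds log2 fold changes of Ahr-ko over Ahr-het, p-values with Benjamini-Hochberg adjustment and the t and log-odds scores of limma (version 3.38.3 in the submitters' processing notes). It holds no values per sample. Its fold changes equalled the differences of the group means of the expression values to within 7.7e-09, and its p-values equalled those of limma over all 29129 probe sets, control probe sets included (largest difference 4.2e-08 on the log10 scale, tolerance 1e-06). The authors' deposited table has 507 probe sets at an adjusted p under 0.05, 235 higher and 272 lower in Ahr-ko, of which 436 carry a gene ID, 41 are transcript probe sets without one and 30 are control probe sets.

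Of the 29129 probe sets, 20435 name a gene by its ID. The other 8694 (6923 controls and 1771 transcript probe sets without a gene ID) were left out of the gene test. Where a gene had several probe sets (86 genes), the brightest over all arrays stood for it, which left 20300 genes. Of their IDs 20199 were found in the RefSeq gene table of GRCm38.p6, which was used for names and for the order of genes along the chromosome, and 101 kept the name of the array. By this table 381 symbols were updated, and 10 symbols that a spreadsheet had turned into dates were restored. Among the tested genes 7 had values identical to those of another gene. Coordinates are not printed, because the build of the array is not named.

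The genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3 on the log2 values, with 3 arrays against 3 and a threshold of 0.05 for the adjusted p. A gene whose dimmer group was below the background limit on all its arrays has only a bound there. Its difference is given as at least N-fold. This sets the mean of the brighter group against the mean of the background limits on the arrays of the dimmer group. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 30 lists. The lists hold SCFA receptors, SCFA transport, SCFA activation and oxidation, classical histone deacetylases, the Fas death pathway, glycolysis, oxidative phosphorylation, proliferation, AHR target genes, tryptophan transport and metabolism, DETC identity, effector cytokines and cytotoxicity, T cell activation and immediate early genes, tissue residency, type I interferon response, heat shock and unfolded protein response, and markers of 14 cell types of skin, blood and lymph. A list of tissue-restricted genes served as another background, and sex-linked genes as a check of the pools. The lists, the tests and the alternatives were fixed before the data were examined, apart from those named as added.

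Named in the text are every gene the paper names, the 12 genes with the largest log2 fold change each way among those past the threshold whose groups do not overlap and whose brighter group is above the limit, and from each list up to 4 members past the threshold or, where none passed, up to 2 members with the highest mean level. Of the genes the paper names, Foxp3 had no probe set among those tested. Of the genes this rule picks, 3 are not reported here, though they stay in the tests and in the counts of all genes and of lists.

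The genotypes share replicate numbers, so it was checked whether equal numbers deviate together. The correlations of the deviations from the group means, over genes, were 0.572, 0.369 and 0.207 for equal numbers 1, 2 and 3. As all 3 were over 0.1 the numbers were taken to pair the arrays, and the fit with the replicate number as a block is given where it changes a result. The labels do not say what the numbers stand for, and unequal numbers 2 and 3 were also positive (0.236 and 0.336). The rule would thus have passed with numbers 2 and 3 swapped, so it cannot show that equal numbers 2 and 3 belong together.

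The test was checked on simulated arrays with the means and spread of the real ones, for Ahr-ko against Ahr-het. Genes were drawn independently of each other and without an effect of the replicate number. The check therefore says nothing about false calls where genes are correlated, as in the real arrays. Of 200 changed genes among 20300, it called 7 of 67 at a log2 change of 0.5 (10.4%), 47 of 67 at a change of 1 (70.1%) and 64 of 66 at a change of 2 (97.0%), with 5 false calls among 123. Without any change it made 0 calls with limma. Of 30 lists, the 1 shifted by 0.5 was called, and 1 other.

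Alternatives tried were the replicate number as a block, quantile normalization once more, median centring, a filter on dim probe sets, eBayes with trend and robust settings, array weights, the mean of the keratinocyte markers as a covariate, the authors' p-values over the same genes, an adjusted p under 0.1, leaving out each array in turn, other percentiles and gene sets for the background limit, and, for the lists, camera with an estimated correlation and fry. Added after seeing the data were limits from the antigenomic and from the negative control probe sets, and a fit without both replicate 1 arrays, which stood apart from the others.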

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

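The paper does not report on the comparison of Ahr-ko with Ahr-het DETC, and the results given here are differences between the genotypes in data it did not analyse. The tests of other cells in the sorts for the lower and for the higher genes, and of the genes next to Ahr, were chosen only after the result was seen, as was the fit without both replicate 1 arrays.

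Of 20300 genes, 638 differed between the genotypes at an adjusted p under 0.05 from limma, 320 higher and 318 lower in Ahr-ko. With the replicate number as a block there were 1538 (747 higher, 791 lower), with array weights 1716 (874 higher, 842 lower), and both sets held all 638. With the keratinocyte markers as a covariate there were 449, of which 282 were among the 638. For the 21 named genes whose call it ended, the standard error was 1.27 to 1.76 times as large and the log2 fold change 0.43 to 1.26 times. Leaving out Ahr-het 2 gave 355 genes, leaving out Ahr-het 3 gave 371 and leaving out Ahr-ko 3 gave 342, while the fit without both replicate 1 arrays gave 1147. The 6 arrays split 3 against 3 in 10 ways, too few for a share under 0.05. The real split was the 1 split with as many genes, and the highest count in the 9 others was 0 with limma (2685 genes at an unadjusted p under 0.05 in the real split, up to 2608 in the others). Of the others, 3 part all 3 pairs of equal numbers as the real split does, and those reached 329 at an unadjusted p under 0.05.

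Among the genes most raised in Ahr-ko DETC, the chemokine receptor Ccr2 was at least 9.55-fold higher and the integrin chains Itgax (CD11c) and Itgad at least 19.8-fold and 3.90-fold. Among 12 Langerhans cell markers Itgax was the only call. Slamf7, a receptor of activated lymphocytes, had a log2 fold change of 3.63, and Pik3r6, a subunit of the PI3 kinase of chemokine signalling, was at least 10.2-fold higher. Also higher were Tnni1, a troponin (at least 16.1-fold), Samd3 (at least 13.1-fold), Nmrk1, a kinase of NAD synthesis (at least 4.97-fold), and Aqp9, an aquaporin (log2 fold change 3.84, with 1 of 3 Ahr-het arrays above the background limit).

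Of 30 genes of effector cytokines and cytotoxicity 9 were higher and 2 lower in Ahr-ko (9 and 3 when adjusted over the list alone), and the list was shifted upward (adjusted p = 8.54e-04 from camera; adjusted p = 0.584 with an estimated correlation and 0.119 without both replicate 1 arrays). Ifng, the cytokine measured by the paper in 7-17 cells, was at least 8.07-fold higher and Ccl3 at least 3.45-fold. Ccl1 had a log2 fold change of 2.73 and Gzmf, a granzyme, of 2.70. The list shares Fasl (1.01) and Tnfsf10 (1.11) with the Fas death pathway, in which Tnfrsf10b had 0.67. Of the 6 fits leaving out 1 array, 3 ended the call of Tnfsf10 and 5 that of Tnfrsf10b. The keratinocyte covariate ended both (0.57 and 0.54) and that of Fasl (0.94, adjusted p = 0.0964 from limma), whose standard error rose to 0.24 from 0.14. The 2 lower genes, chosen after their values were seen, were Prf1, which encodes perforin (log2 fold change -1.15), and Il2 (at least 1.32-fold lower), whose call ended in 4 of those 6 fits and, through a larger standard error (0.33 from 0.18), with the covariate.

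Of 23 DETC identity genes 4 were higher and 1 lower (6 and 1 when adjusted over the list alone and with the block; adjusted p = 0.0204 from camera, adjusted p = 0.584 with an estimated correlation). The call of this list also ended with the keratinocyte covariate (0.639), without Ahr-ko 1 (0.127) and without both replicate 1 arrays (0.101). Il7r, the receptor for IL-7, was at least 4.95-fold higher, Tyrobp, the adaptor DAP12, had a log2 fold change of 2.58 and the lectin receptor Klre1 of 0.55, while Kit, the stem cell factor receptor, fell by 1.22 on the log2 scale. Of 6 NK cell and ILC markers 3 were higher and 0 lower by limma (4 and 1 at an unadjusted p under 0.05, when adjusted over the list alone and with the block). These were Eomes (at least 6.54-fold), Ncr1 (at least 1.53-fold, 2 of 3 Ahr-ko arrays above the background limit) and Klri2 (log2 fold change 0.78). The adjusted p of this list was 0.00265 from camera, 0.584 with an estimated correlation and 0.608 with the keratinocyte covariate. Of 6 αβ T cell markers 3 were higher, Cd6 (1.91), Cd8a (1.67, 2 of 3 Ahr-het arrays above the limit) and Cd8b1 (0.68), and Themis was lower (-0.61; 3 and 2 when adjusted over the list alone, adjusted p = 0.474 from camera, 0.00148 with fry). Of 11 markers of IL-17 type γδ T cells 2 were higher and 0 lower by limma (2 and 2 at an unadjusted p under 0.05, 2 and 1 adjusted over the list alone and with the block), Ccr2 and Cd163l1 (1.89). Their median log2 fold change was -0.065 and their mean 0.44 (adjusted p = 0.809 from camera, 0.0466 with fry). Of the 6 fits leaving out 1 array, 5 ended the calls of Klri2, Cd8b1 and Themis, 4 those of Klre1 and Ncr1 and 2 those of Cd8a and Cd6. The covariate ended all of these calls but that of Cd6, and ended that of Kit, mainly through larger standard errors except for Ncr1, whose log2 fold change was 0.46 times as large with it. With it the log2 fold change was -0.77 for Themis, -1.05 for Kit, 0.48 for Klre1, 0.62 for Klri2, 0.47 for Cd8b1 and 1.28 for Cd8a. In Ahr-het DETC 5 of the 6 αβ T cell markers, 5 of the 11 IL-17 type markers and 2 of the 6 NK cell and ILC markers were above the background limit. Several TCR chain genes of these lists had no tested probe set. These were Trdc, Tcrg-C1, Tcrg-V5 and Trdv4 for DETC, Trac, Trbc1 and Trbc2 for αβ T cells, and Tcrg-V4 and Tcrg-V6 for IL-17 type cells. The lists therefore do not show which of these TCR chains the sorted cells carried.

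Of 37 genes of T cell activation 5 were higher and 0 lower by limma (10 and 4 at an unadjusted p under 0.05, 6 and 1 when adjusted over the list alone, 7 and 3 with the block; adjusted p = 0.159 from camera, 0.0101 with the keratinocyte covariate). They included Myc (log2 fold change 2.27), the costimulatory receptor Icos (1.98), Dusp2, a phosphatase of MAP kinases (at least 3.09-fold), and Egr2 (1.33). Cd28, which the paper stimulates in 7-17 cells, had 1.72, with 1 of 3 Ahr-het arrays above the limit. Of the 6 fits leaving out 1 array, 5 ended the call of Icos, 4 that of Egr2 and 2 that of Myc, and the covariate ended that of Egr2 (0.75). Of 31 proliferation genes 1 was higher, Tyms (0.66; its call ended in 5 of those fits and with the covariate, where it had 0.28), and 0 were lower by limma (10 and 1 at an unadjusted p under 0.05, 1 and 0 when adjusted over the list alone, 11 and 1 with the block). Their median log2 fold change was 0.38, with an adjusted p of 3.25e-06 from camera and an adjusted p of 0.584 with an estimated correlation and 0.243 with fry. With the keratinocyte covariate the direction of this list turned (adjusted p = 0.576 from camera). Of 74 genes of oxidative phosphorylation 0 passed by limma (10 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone, 2 higher with the block). Their median log2 fold change was 0.18, with an adjusted p of 8.75e-07 from camera and an adjusted p of 0.615 with an estimated correlation and 0.328 with fry. With the keratinocyte covariate this list passed in the opposite direction, lower in Ahr-ko (adjusted p = 0.0318 from camera). Acaa2, an enzyme of fatty acid oxidation, had a log2 fold change of 1.60 (1.41 with the covariate, adjusted p = 0.0516).

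Among the genes most lowered in Ahr-ko DETC, the log2 fold change was -4.44 for Unc5b, a netrin receptor, and -4.01 for Fermt2, the integrin activator kindlin. It was -3.52 for Carmil1, which binds capping protein, and -3.19 for the basement membrane gene Nid2. Scin, which encodes the actin-severing protein scinderin, was at least 13.3-fold lower. Sparc, a matrix protein that also stands among 8 fibroblast markers, had -3.75 (2 of 3 Ahr-ko arrays above the limit). The potassium channel genes Kcnab3 and Kcnma1 had -3.35 and -3.33. Rasl11a was at least 11.4-fold lower, Acpp at least 10.6-fold, Plpp3, a lipid phosphatase, at least 4.85-fold, and Gm3500, uncertain because it has near-identical copies, at least 2.08-fold. Of 13 AHR target genes 1 was higher and 2 were lower by limma (1 and 4 at an unadjusted p under 0.05, 1 and 2 when adjusted over the list alone, 1 and 3 with the block; adjusted p = 0.119 from camera, 8.17e-04 with fry). The lower ones were Scin and Ahrr, the repressor of AHR (-1.45), and the higher one was Lpcat2 (at least 2.37-fold). Of 17 tissue residency genes 2 were lower and 0 higher by limma (3 and 0 at an unadjusted p under 0.05, 2 and 0 adjusted over the list alone, 2 lower and 1 higher with the block; adjusted p = 0.133 from camera, 0.0321 with fry), among them the chemokine receptor Cxcr6 (-1.47). Other lower genes were Dsp, a desmosome gene among 15 basal keratinocyte markers (-1.22), Bst2, among 23 genes of the type I interferon response (-1.28), Hdac4 (-0.53), and Ahsg, a liver gene of the tissue-restricted list (-0.75, 2 of 3 Ahr-ko arrays above the limit). The keratinocyte covariate ended the calls of Lpcat2 (log2 fold change 0.62 times as large), Cxcr6 (-1.19), Hdac4 (-0.56) and Ahsg (-0.62), the last 3 mainly through larger standard errors, and each of the 6 fits leaving out 1 array ended that of Hdac4.

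More keratinocytes in the Ahr-ko sorts as the source of the higher genes are argued against by the 32 keratinocyte markers, whose median log2 fold change was -0.016 (SD 0.34). Of them, 9 of 15 basal and 9 of 17 differentiated markers were above the limit on every Ahr-ko array. The higher genes had a median of 1.01, which the call helped to set. However, 60.6% of the higher calls ended with the covariate, which was lower in Ahr-ko (8.08 to 8.17 against 8.18 to 8.24) and so overlaps with the genotype. Differences of genes that lie in the segment of chromosome 12 around Ahr, as the main source, are argued against by the 2.66% of the 638 genes on that chromosome, against 3.04% of all tested. Effects of the segment on genes elsewhere were not tested. Dilution of the Ahr-ko sorts by cells other than γδ T cells allows a log2 fold change of -0.15 at the lowest purity of 90%. The called lower genes had a median of -1.01 and a smallest fall of -0.46, with standard errors of at most 0.36. At that purity this median argues against dilution as the whole source of the falls, for the called lower genes as a set. As falls near -0.15 are seldom called, it cannot decide on dilution for genes that were not called. Other cells in the Ahr-het sorts were not tested as a source. For the higher genes another lymphocyte type cannot be told apart from a change within DETC, since 23 lymphocyte markers had a median of 0.00438 (SD 1.32) with 8 higher and 1 lower, although Vγ3 was stained in the sort. Unequal sexes of the pools cannot be told apart either, because the 4 Y-linked genes overlapped between the groups, but through Ahr-het 1 alone for all except 1 (Ddx3y 10.55 on Ahr-het 1, 6.14 and 6.11 on Ahr-het 2 and 3, 9.10 to 11.23 in Ahr-ko). An effect of the Ahr genotype on DETC, which were also scarcer in Ahr-ko epidermis, stays open beside these.

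Among the 201 genes within 100 genes of Ahr on either side, 12 were called (5.97%, against 3.11% elsewhere; Fisher's exact test, two-sided p = 0.0374). Of these 10 were lower in Ahr-ko, led by Scin and by Nrcam (at least 2.60-fold), Tspan13 (-2.60) and Akap6 (-1.98). The 2 higher ones were Sos2 (0.55) and Odc1 (0.62), and all genes named here but Scin were chosen after their values were seen. The calls of Sos2 and Odc1 ended in 5 of 6 fits leaving out 1 array and with the authors' p-values. With the keratinocyte covariate they ended too (adjusted p = 0.311 and 0.248 from limma). Genes this close to Ahr may carry alleles of the strain in which the knockout was made, and the share was above that elsewhere but less than 3 times as high. Passenger alleles and an effect of the receptor cannot be told apart here, because every Ahr-ko pool is homozygous for the segment and Scin is itself a listed AHR target.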

How the results depend on the processing

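The fit without both replicate 1 arrays and the limits from antigenomic and negative control probe sets were chosen only after the result was seen. Of the 53 called genes named by the naming rule besides Fasl, all kept direction and call with the replicate block, quantile normalization, median centring and array weights. Among these 53, calls ended for 16 with the keratinocyte covariate, 7 with the authors' p-values and 1 with trend and robust eBayes. Calls also ended for 1 without both replicate 1 arrays and for 5 to 14 when 1 array was left out, and 0 turned. Among the genes chosen after their values were seen, the covariate ended the calls of Bcl2l11, Il2, Sos2 and Odc1. The authors' p-values ended those of Il2, Sos2 and Odc1, and trend and robust eBayes that of Odc1. The gene count of 638 was 1538 with the replicate block (747 higher, 791 lower), 1716 with array weights (874 and 842), 1147 without both replicate 1 arrays (552 and 595) and 342 to 644 leaving out 1 array (164 to 315 higher, 178 to 329 lower). With the covariate 168 genes were higher, against 320. The count of all genes stayed within 1.5 times (449 to 908) under the covariate and the other alternatives. The log2 fold change of Fas was -0.69 with the block (adjusted p = 0.00438), -0.81 with array weights (0.0400), -0.75 without both replicate 1 arrays (0.0201), 0.35 with the covariate (0.617) and -1.0 to -0.44 leaving out 1 array (0.0820 to 0.741). That of Fasl was 0.94 with the covariate (0.0964; standard error 0.24 from 0.14), from 1.01. Leaving out 1 array gave -0.35 to -0.14 for Ffar3 and -0.32 to -0.092 for Hcar2, array weights -0.35 for Hcar2, and the covariate -0.019 and both replicate 1 arrays left out -0.12 for Ffar3, none passing. The block changed no call of Fasl, Ffar2, Ffar3 or Hcar2, and the same 5 lists passed. For Cd69 the sign turned with array weights (-0.073), the covariate (-0.26), without both replicate 1 arrays (-0.18) and leaving out 1 array (-0.14 to 0.17), for Klrk1 with the covariate (-0.11), and leaving out 1 array for Slc2a1 (-0.032 to 0.23) and Slc7a5 (-0.53 to 0.64). Margins over the background limit in Ahr-het, for Fas, Fasl, Ffar2, Ffar3 and Hcar2 in this order, were 1.08, 0.081, -0.20, 0.86 and -0.099 at the 99th percentile, 3.88, 2.89, 2.61, 3.67 and 2.71 at the 50th percentile, 0.40, -0.59, -0.87, 0.19 and -0.77 against tissue-restricted genes, 0.62, -0.38, -0.65, 0.41 and -0.56 against antigenomic controls and -1.15, -2.15, -2.42, -1.36 and -2.33 against negative controls. On the Ahr-ko arrays they were 1.09, 1.79, 0.63, 1.32 and 0.39. The limit from negative controls (10.42 to 10.62 on the Ahr-het arrays) lies above the median tested gene (8.03 to 8.05), so most genes fall below it. The 99th percentile (8.08 to 8.45) and the limits from tissue-restricted genes (8.85 to 9.06) and antigenomic controls (8.65 to 8.92) lie above that median too. The 5 lists called by camera were 0 with an estimated correlation (0 at an unadjusted p under 0.05 too), 10 with fry (3 shared), 7 with the covariate (2 shared, 1 of them turned) and 3 without both replicate 1 arrays. The covariate newly called T cell activation (0.0101), histone deacetylases (0.00726), glycolysis (0.0128) and heat shock (0.0128) in the main direction. Leaving out 1 array newly called the first 3 of these in 2 of 6 fits each, and basal keratinocyte markers in 1 (0.0467). The direction of lists turned with the covariate at adjusted p of 0.814 (B cell), 0.969 (erythroid cell and SCFA receptors), 0.837 (fibroblast), 0.0320 (basal keratinocyte, whose genes make the covariate), 0.608 (mast cell), 0.639 (melanocyte and tryptophan), 0.0318 (oxidative phosphorylation), 0.576 (proliferation) and 0.772 (SCFA activation), and with fry at 0.948 (type I interferon). It also turned without Ahr-het 1 at 0.392 (heat shock), 0.944 (IL-17 type γδ T cell) and 0.884 (type I interferon), without Ahr-ko 1 at 0.874 (tryptophan), 0.918 (type I interferon) and 0.893 (mast cell), and for mast cell without Ahr-het 2 (0.650) and Ahr-ko 3 (0.935) too. Over all 6 fits leaving out 1 array, turned or not, the adjusted p was 0.209 to 0.935 (heat shock), 0.489 to 0.944 (IL-17 type), 0.495 to 0.874 (tryptophan) and 0.820 to 0.965 (type I interferon). Apart from fewer arrays, the cause was not tested. The authors' deposited table holds no values per sample, so that alternative gave none. The signal over background limits what can be said of Ffar2, Hcar2 and Fasl.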

Differences from the paper's values

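The paper gives no array values to set beside these. It describes the primary DETC as wildtype C57BL/6, while the sample labels name 3 pools heterozygous and 3 homozygous for the Ahr knockout and no wildtype pool. The paper states that all the SCFA receptors named are expressed. At the main background limit Ffar2, Ffar3 and Hcar2 passed on 3 of 3 Ahr-het arrays, and at the 99th percentile Ffar2 (-0.20) and Hcar2 (-0.099) did not. Against tissue-restricted genes Ffar2 (-0.87) and Hcar2 (-0.77) lay below the limit too. Against negative control probe sets, a limit chosen after seeing the values, Ffar3 did as well (-1.36). That limit (10.42 to 10.62 on the Ahr-het arrays) lies above the median tested gene (8.03 to 8.05), so most genes fall below it. Most genes also fall below the 99th percentile (8.08 to 8.45) and the limit from tissue-restricted genes (8.85 to 9.06) on these arrays. A level below these limits does not show that a gene is not expressed.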

Other observations

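The test of binding to probes rich in GC and the fit without both replicate 1 arrays were chosen only after the result was seen. Few genes for the import and use of SCFA passed the test between the genotypes, as was so among all genes (638 of 20300). Of 10 SCFA transport genes 4 were above the background limit on every Ahr-het array, among them Bsg, the chaperone of the monocarboxylate transporters (12.73 +/- 0.16, log2, SD, n = 3), and Emb, a related chaperone (11.62 +/- 0.63). In this list 0 genes differed between the genotypes by limma (0 higher and 1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone, 1 higher with the block; adjusted p = 0.359 from camera). Of 18 genes of SCFA activation and oxidation 12 were above the limit in Ahr-het DETC, and 1 was higher in Ahr-ko, Acaa2 (2 when adjusted over the list alone, 3 with the block; adjusted p = 0.586 from camera). Of 10 classical histone deacetylases, several of which butyrate inhibits, 9 were above the limit. Hdac4 was the 1 that passed, lower in Ahr-ko (1 when adjusted over the list alone; 1 higher and 1 lower with the block; adjusted p = 0.119 from camera, 0.00726 with the keratinocyte covariate). Its call ended in all 6 fits leaving out 1 array (adjusted p 0.0509 to 0.113, log2 fold change -0.56 to -0.51) and with the covariate (-0.56, adjusted p = 0.143), where the standard error rose from 0.096 to 0.17. Hdac1 had a log2 fold change of -0.15 (adjusted p = 0.736 from limma). Of 28 glycolysis genes 23 were above the limit and 0 differed by limma (5 higher and 3 lower at an unadjusted p under 0.05, 4 and 1 adjusted over the list alone, 3 and 1 with the block; adjusted p = 0.0892 from camera, 0.0128 with the covariate). The glucose transporter Slc2a1 had a log2 fold change of 0.067 and Gapdh of 0.076.

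Other genes that the paper names had these log2 fold changes in primary DETC, with adjusted p from limma. Cd69, an early activation marker, had 0.049 (adjusted p = 0.947, limma) at a level of 12.65 +/- 0.052 in Ahr-het (SD, n = 3). Its sign turned with array weights (-0.073), with the keratinocyte covariate (-0.26), without both replicate 1 arrays (-0.18) and without Ahr-ko 1 (-0.14). Klrk1, which encodes NKG2D, had 0.43 (adjusted p = 0.420, 0.0393 with the block), and Lgals1, galectin-1, had 0.39 (adjusted p = 0.120, 0.0475 with the block). Cd3e had -0.30 (adjusted p = 0.236) and the tryptophan transporter Slc7a5 0.050 (adjusted p = 0.986). Il10 and Pdk4 were below the background limit on all arrays. Ahr itself had -0.44 (adjusted p = 0.177), which checks nothing about the labels, because the place of its probes relative to the deleted part is not known here. Of 10 genes of tryptophan transport and metabolism 0 differed by limma (0 at an unadjusted p under 0.05, adjusted over the list alone and with the block; adjusted p = 0.698 from camera), with the amino acid transporters Slc1a5 at -0.091 and Slc3a2 at 0.22. Of 13 genes of the heat shock and unfolded protein response 0 differed by limma (1 higher at an unadjusted p under 0.05, 0 adjusted over the list alone, 1 with the block; adjusted p = 0.586 from camera, 0.0128 with the covariate), with Hspa5 at -0.083 and Atf4 at -0.12. Of 23 genes of the type I interferon response 1 was lower (2 higher and 2 lower at an unadjusted p under 0.05, 0 and 1 adjusted over the list alone; adjusted p = 0.929 from camera).

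In 11 marker lists, all but those of αβ T cells, IL-17 type γδ T cells and NK cells and ILC, few genes were called. Of 15 basal keratinocyte markers 1 was lower (the same when adjusted over the list alone; 1 and 1 with the block), and of 17 markers of differentiated keratinocytes 0 differed by limma (2 lower at an unadjusted p under 0.05, 1 adjusted over the list alone and with the block), both with an adjusted p of 0.474 from camera. Krt10 had a log2 fold change of -0.57 and Lgals7 of 0.16. Of 12 Langerhans cell markers 1 was higher (the same when adjusted over the list alone; adjusted p = 0.474 from camera, 0.0220 with fry), and of 8 fibroblast markers 1 was lower (the same when adjusted over the list alone, 2 with the block; adjusted p = 0.357 from camera, 0.0321 with fry). In the remaining 7 of these 11 lists 0 genes differed by limma, adjusted over the list alone or with the block. The adjusted p from camera was 0.187 for 12 hair follicle markers (0.0496 with fry; log2 fold changes of Krt25 -0.18 and Sox9 -0.086) and 0.653 for 10 melanocyte markers (Trpm1 -0.10 and Mlana 0.0084). It was 0.990 for 7 mast cell markers (Tpsb2 0.0080 and Hdc -0.018) and 0.315 for 11 macrophage and monocyte markers (Cd68 -0.12 and C1qb -0.086). It was 0.867 for 5 endothelial markers (Cdh5 0.053 and Pecam1 -0.24), and 0.474 both for 3 erythroid markers (Slc4a1 -0.020 and Alas2 -0.12) and for 6 B cell markers (Cd79a -0.10 and Ebf1 -0.12). At an unadjusted p under 0.05 there was 1 lower gene each among the melanocyte and the macrophage and monocyte markers and 0 in the other 5 lists. The remaining Y-linked genes on Ahr-het 1, 2 and 3 were at 8.88, 5.01 and 4.87 for Kdm5d, 8.00, 6.25 and 6.04 for Eif2s3y and 10.36, 5.28 and 5.92 for Uty, and on the Ahr-ko arrays at 7.10 to 8.11, 6.17 to 7.42 and 8.35 to 11.30.

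The levels of Ffar2, Hcar2 and Fasl in Ahr-het DETC lay close to background, and a candidate explanation is unspecific binding to probes rich in GC. Of 23 antigenomic control probe sets, which match no mouse gene and differ in GC content, 5 were at or above the level of Ffar2, 5 at or above that of Hcar2 and 4 at or above that of Fasl. These were the controls richest in GC, with 21 to 25 GC bases (22 to 25 for Fasl). The controls with 20 GC bases or fewer had Ahr-het means of 4.06 to 7.91, below all 3 genes. Over the 95th percentile of all 23 controls, which the GC-rich ones set, the margins were -0.65 for Ffar2, -0.56 for Hcar2 and -0.38 for Fasl. The GC content of the probes of these genes was not analysed here, so specific signal and such binding cannot be told apart for the Ahr-het level of any of the 3 genes.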
